A study of Mus musculus with 4 samples.

How the data were processed

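POU2F3 occupancy was measured in mouse intestinal tuft cells by ChIPmentation, a chromatin immunoprecipitation in which the sequencing adaptors are inserted by the Tn5 transposase while the chromatin is still on the beads. Per the labels' protocols, tuft cells were taken from the first 5 cm of the small intestine of male C57BL/6J mice and sorted with antibodies against CD45, EpCAM and Siglec F. About 10000 sorted cells were crosslinked with 1% paraformaldehyde for 10 minutes and sonicated to fragments of 200 to 700 bp. They were then incubated with 0.6 µg of an antibody against POU2F3 or of a control IgG. The series holds 4 samples, 2 of POU2F3 ChIP, 1 of IgG and 1 of input DNA. The labels name 2 pools of cells and 3 mice as the source of the replicates, without saying how the mice were divided between the pools.

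The values analysed here are a single list of binding sites for the whole series, with a chromosome, start, end, name and score for each site. It has no header. The score in column 5 is the authors' own value, deposited with 1 number per site, and neither its meaning nor its unit is given in the sources used here. It was therefore used only to rank and describe sites within this list. FastQC, MACS2, Bowtie 0.12.8, SAMtools 1.3.1 and the mm9 build are named in the submitters' processing notes, with no role or order. Whether the authors called the deposited sites in each sample or in pooled samples, against IgG or against input, and at which threshold, is not given in the sources used here. These choices can affect how many sites are listed, how wide they are and how they are spread over chromosomes, which was not tested. Read counts and depth per sample are unknown here, so no value has an error from replicates, and intervals cover counting of sites only.

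The build was checked against the gene table at hand, which is of GRCm38.p6. On 5 chromosomes, 23 sites ended beyond the last gene of that table. The last gene is not the end of a chromosome, so this does not by itself exclude GRCm38 coordinates. The list was taken to be in mm9, the build named in the processing notes. No genome or annotation of mm9 was used here. The 4 remaining planned results were therefore not run. These were the position of sites relative to genes, the 18 gene lists (tuft cell, other gut epithelial, immune, stromal, pancreatic, neuronal and housekeeping genes among them), the 19 sequence motifs, and the score against motif or position. The rule for named items, fixed before the data were examined, gives site positions where no gene can be assigned, with at most 10 named sites taken by score. Positions are 1-based in mm9. Windows, clusters, Y and mitochondrial sites named beyond that rule were chosen after their values were seen.

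Sites per chromosome were tested with a two-sided exact binomial test against each chromosome's share of the annotated genes of the table, which uses gene counts and no coordinates, with Benjamini-Hochberg adjustment over the chromosomes. Intervals of shares are exact 95% Clopper-Pearson intervals. Spacing was tested by placing the same sites with the same widths 1000 times at random within their chromosomes, between the first and the last listed site. The statistic was the share of sites with another site within 10 kb, edge to edge, and the smallest two-sided p this allows is 0.002. Windows of 1 Mb were called dense when they held more sites than the 95th percentile of the highest window per random placement. Medians of width and score were compared with two-sided permutation tests of 100000 resamples, for which the smallest p is 1e-05, or with an exact Mann-Whitney test for the small mitochondrial set. The 14 tests across sites were adjusted together. Sites are not replicates, and neighbouring sites are not independent, so these p-values describe this list and are too small where sites cluster. The exact intervals also take sites as independent and are too narrow where sites cluster.

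Alternatives were the better-scoring sites (those at or above the median score), merging of sites within 1 kb or 10 kb, distances of 1 kb and 100 kb, and removal of mitochondrial sites. The dense windows and all settings that use them, the protein-coding and span baselines, the merging of sites within 1 kb before the spacing test, the tests by distance of the neighbour and the random shift of up to 500 kb were added after seeing the data. On simulated data, the spacing test called 0 of 40 random placements and 40 of 40 with 200 sites moved to 5 kb from another. The chromosome test called at least 1 chromosome in 1 of 40 simulations without a difference, and X in 40 of 40 when its rate was lowered. The window test called 0 of 40 random placements and found a window filled with 20 sites in 40 of 40. Simulated lists without a difference held no clustering of sites. Their rates of false calls therefore do not carry over to clustered sites such as those of this list. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6 were used.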

Results

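The binding of POU2F3 was profiled in sorted tuft cells of the mouse small intestine. Tuft cells are rare chemosensory epithelial cells, and POU2F3 is the POU-domain transcription factor they need to form. The series title places this profile in a study of tuft cells in pancreatic injury and tumour formation. The design holds 2 POU2F3 ChIP samples, 1 IgG control and 1 input sample, and the comparison it implies is that of POU2F3 enrichment over background. The authors' list gives POU2F3 binding sites, without saying which control they were called against. These sites are described here by number, place, width and score. Values for IgG and input at these sites were not analysed here, and no site could be compared between replicates. Genes at the sites were not assigned, because no annotation of the mm9 build was used.

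The authors' list held 2828 sites, of which 2737 lay on the 19 autosomes, 75 on X, 11 on Y and 5 on the mitochondrial genome. They did not overlap one another, and together they covered 1057 kb. Their median width was 291 bp, with quartiles of 199 and 526 bp and a range of 51 to 3373 bp. Exactly 199 bp was the width of 162 sites, whereas the next most common width, 206 bp, was that of 17 sites. Another 561 sites were narrower than 199 bp, 728 were 200 bp or wider but below 300 bp, and 301 were between 300 and 400 bp. Of the broader sites, 588 were 400 bp or wider but below 600 bp, and 488 were wider.

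The score of the authors' list had a median of 8.53, with quartiles of 7.43 and 10.03 and a range of 2.24 to 29.5. Among nuclear sites the score had no sharp lower edge. The unit-wide interval above the lowest nuclear score of 4.41 held 40 sites, while the fullest such interval, which starts at 7.41, held 648. Broad sites scored higher than narrow ones. The median score was 7.32 for sites below 199 bp, 8.20 for sites of 200 bp or more but below 300 bp, 9.01 for those between 400 and 600 bp, and 11.1 for wider ones. Over all sites, Spearman's rho between width and score was 0.57 (permutation test, two-sided, p = 1e-05, adjusted p = 3.5e-05). That relation is across sites of a single list, which are not independent replicates. Within each of the 19 autosomes rho lay between 0.41 and 0.69, and on X it was 0.34.

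**Figure D1:**
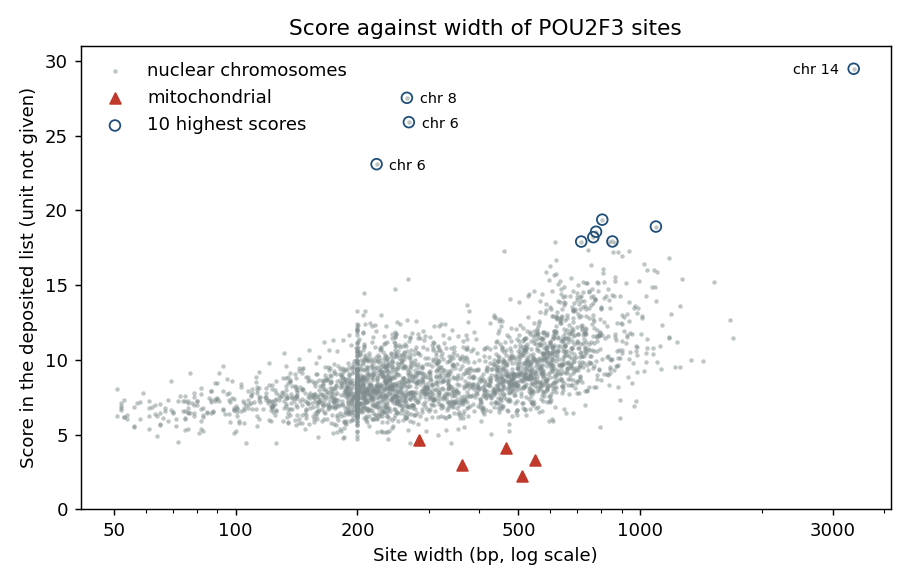
Score in the authors' list (unit not given) against site width in bp on a log axis, 1 point per site, with mitochondrial sites as triangles and the 10 highest scores circled. Broad sites score higher than narrow ones, 4 sites stand above 20, and the mitochondrial sites lie between 2.24 and 4.64.

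The 10 sites with the highest scores lay on 7 chromosomes. The highest score, 29.5, belonged to a site at chromosome 14, 15184389 to 15187761, which at 3373 bp was also the widest of the list. The second, with a score of 27.5, was a site of 265 bp at chromosome 8, 15520072 to 15520336. The third and the fourth formed a pair on chromosome 6 with a gap of 118 bp. They lay at 49186572 to 49186839, with a score of 25.9, and at 49186231 to 49186453, with a score of 23.1. These 4 were the only sites above a score of 20. The fifth, at chromosome 1, 75163204 to 75164009, had a score of 19.4 and a width of 806 bp. The sixth lay at chromosome 6, 136466864 to 136467957, with a score of 18.9. The seventh lay at chromosome 7, 95407572 to 95408349, with a score of 18.6, and the eighth at chromosome 10, 86307936 to 86308701, with a score of 18.2. The ninth and the tenth, both with a score of 17.9, lay on chromosome 2 at 180007897 to 180008750 and at 154146075 to 154146789. Sites from the fifth to the tenth were all between 715 and 1094 bp wide. No gene is named for these sites, and their scores have no replicate error.

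POU2F3 sites were spread over all chromosomes, but not in proportion to their genes. Chromosome X and chromosome 7 carried fewer sites than expected under every baseline, of genes or of span, and in every subset tried. X held 75 of the 2823 nuclear sites, or 2.66% (exact 95% interval 2.10 to 3.32), against 5.03% of the annotated genes, a ratio of 0.53 (exact binomial test, two-sided, adjusted p = 4.87e-09). Chromosome 7 held 128 sites, or 4.53% (3.80 to 5.37), against 8.33% of the genes, a ratio of 0.54 (exact binomial test, adjusted p = 5.81e-14). Against span its ratio was 0.79 (exact binomial test, adjusted p = 0.0206), close to the 0.78 of chromosome 14, so the size of its deficit depends on the baseline. Chromosomes 14, 17 and Y also held fewer sites than their genes, with ratios of 0.78, 0.68 and 0.50. The ratio on Y was 0.28 after merging of sites within 10 kb, which left 5 sites, and 0.33 against protein-coding genes. The call on Y was lost among the better-scoring sites, with 4 sites and a ratio of 0.36 (exact binomial test, adjusted p = 0.0965). It was also lost without the dense windows, at a ratio of 0.52 (exact binomial test, adjusted p = 0.0643). The gene count of Y comes from another assembly of that chromosome than the mm9 one of the sites. More sites than their genes were found on chromosomes 1, 4, 5, 6, 10 and 13, with ratios of 1.27, 1.19, 1.22, 1.20, 1.22 and 1.36. The other 10 chromosomes did not pass the adjusted threshold of 0.05 against annotated genes.

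Chromosome 13 held 175 sites against 128 expected from its genes (exact binomial test, adjusted p = 0.000389). It passed the threshold in all settings except the better-scoring sites, those at or above the median score, where its ratio was 1.29 (exact binomial test, adjusted p = 0.0891). Per Mb of span up to the last site, chromosomes 11 and 13 had the highest values among autosomes, 1.52 and 1.47 sites, and chromosomes 14 and 7 the lowest, 0.84 and 0.85. Outside the windows of 1 Mb with the most sites, chromosome 13 had 1.39 and chromosome 11 had 1.36 sites per Mb. Apart from those of 7 and X, each call was lost or untested in at least 1 setting. Against annotated genes 11 of 21 chromosomes passed, and against protein-coding genes 12 of 21. The second baseline lost the calls on 4, 5 and 14 and added fewer sites on 2 and 19 and more on 3 and 12, where the ratio turned from 0.91 to 1.29. Against span 6 of 20 passed, with Y not tested, and chromosome 11 was added at a ratio of 1.41 (exact binomial test, adjusted p = 4.39e-05). Merging of sites within 10 kb left 8, leaving out the dense windows left 8, and the better-scoring sites gave 3, with 8 of the 11 calls lost.

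Over chromosomes 1 to 19 and X, the number of sites rose with the span (Pearson r = 0.71, permutation p = 0.00036, adjusted p = 0.00118, and Spearman rho = 0.67, p = 0.00164, adjusted p = 0.00219, n = 20). Without chromosomes 1 and 19, the farthest from the median span, r was 0.57 (permutation p = 0.0137). With the number of annotated genes, r was 0.62 (permutation p = 0.00278, adjusted p = 0.00278) and rho was 0.71 (p = 0.00059, adjusted p = 0.00118). Without chromosomes 2 and 7, r was 0.79 (permutation p = 4e-05). Adjusted values are over the 4 coefficients of the 2 relations.

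**Figure D2:**
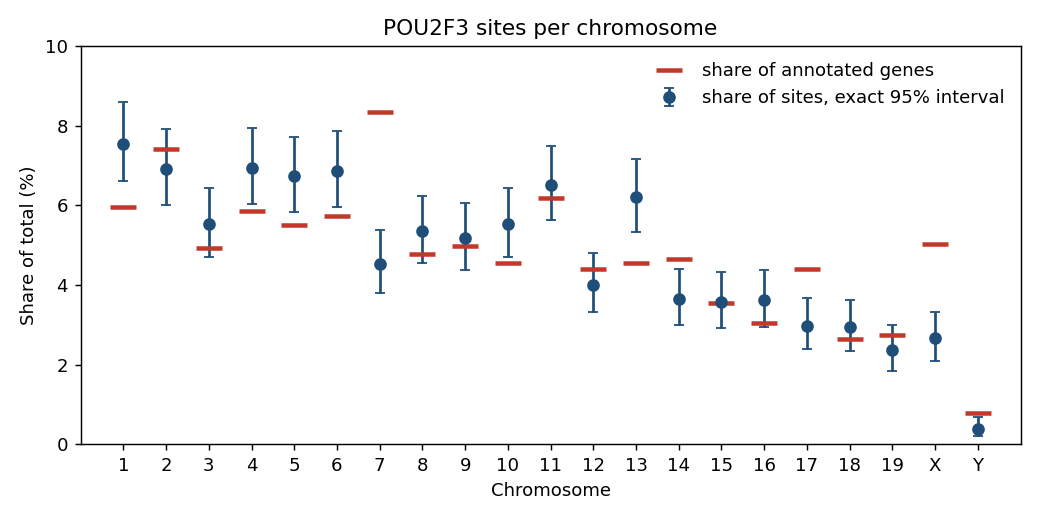
Share of the 2823 nuclear POU2F3 sites on each chromosome in percent (points, with exact 95% intervals) and each chromosome's share of annotated genes (bars). X and chromosome 7 lie below their gene share, with 2.66% against 5.03% and 4.53% against 8.33%.

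On X, most sites were packed into a short stretch. Of its 75 sites, 46 lay between positions 121093481 and 122845771, a stretch of 1.75 Mb within 2 adjoining windows of 1 Mb that held 25 and 21 sites. Another 29 sites were scattered over the rest of X, at 0.18 per Mb against 1.09 per Mb on autosomes outside dense windows. That rate was 0.17 of the autosomal one (exact 95% interval 0.11 to 0.24). The ratio to genes fell from 0.53 with all X sites to 0.21 without the dense windows. These windows were picked for their high counts, and the genes inside them stayed in the baseline. The fall in the ratio to genes therefore follows in part from how it was computed. The median width of X sites was 207 bp, against 297 bp on autosomes, and this difference did not pass the test (permutation test, two-sided, p = 0.0299, adjusted p = 0.0523). For the X sites outside the dense windows the median was 209 bp (permutation test, adjusted p = 0.219). Median scores of 8.23 on X and 8.54 on autosomes did not pass it either (permutation test, two-sided, adjusted p = 0.318).

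**Figure D3:**
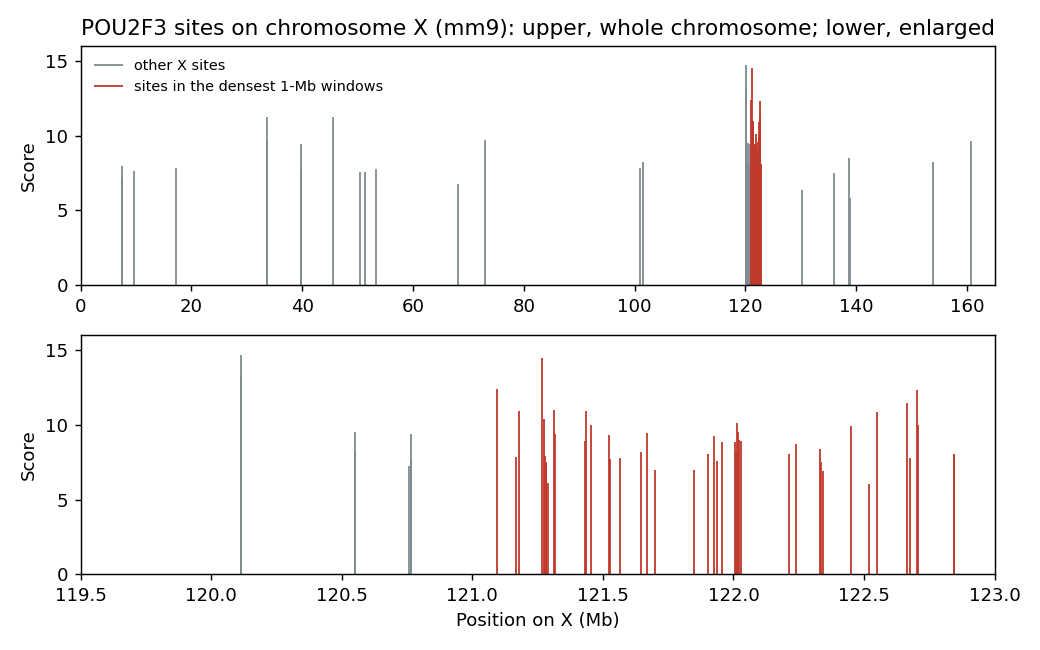
Position in Mb (mm9) and score of the 75 sites on X, with the whole chromosome above and the part around 121 Mb enlarged below. The 46 sites in the dense windows (red) crowd into 1.75 Mb, and the other 29 (grey) are scattered.

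POU2F3 sites lay far closer to one another than random placement gave. Another site was present within 10 kb of 954 sites, or 33.7% (exact 95% interval 32.0 to 35.5). Random placement gave a median of 2.58%, and at most 4.14% in 1000 placements (two-sided permutation p = 0.002, the smallest the placements allow). The closest distances dominated, with 491 sites within 200 bp of a neighbour and another 124 within 1 kb. Merging of sites within 1 kb lowered the share to 15.6%, still above the highest of the random placements of merged sites, 3.67%. When each site was shifted at random by up to 500 kb, which keeps the regional density, the share was 6.05% at the median and at most 8.35%. Random placement ignores unmappable sequence, and which sites belong to the same gene was not analysed here.

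Sites with a neighbour within 10 kb were narrower than lone sites, with medians of 243 and 337 bp (permutation test, two-sided, adjusted p = 3.5e-05). Their scores were also lower, with medians of 8.29 and 8.63 (permutation test, adjusted p = 0.000467). Neighbours within 1 kb carried both differences. The 615 sites with such a neighbour had a median width of 220 bp, against 341 bp for the rest (permutation test, adjusted p = 3.5e-05), and a median score of 8.17 against 8.62 (permutation test, adjusted p = 5.6e-05). The 339 sites whose nearest neighbour lay at 1 to 10 kb had a median width of 367 bp and a median score of 8.60, and neither passed the permutation test against lone sites (adjusted p = 0.318 and 0.854). Chains of sites with gaps of up to 10 kb reached 7 members at 2 places. One, on chromosome 11 at 112672155 to 112688076, spanned 15.9 kb and had a best score of 14.6 and a median width of 419 bp. The other, on chromosome 5 at 14923787 to 14926725, spanned 2.94 kb and had a best score of 10.3 and a median width of 219 bp. Chains of 6 sites lay on chromosome 3 at 136648541 to 136656948, on chromosome 7 at 86445597 to 86462813, and at 2 places on X.

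In total 8 windows of 1 Mb held more than 9 sites, the limit from random placement, and together they held 121 sites, or 4.28% of the list. Beside the pair on X, these were chromosome 10 from 43000001 with 16 sites, chromosome 8 from 19000001 with 14, and chromosomes 11 from 112000001 and 13 from 111000001 with 12 each. Chromosome 5 from 47000001 held 11 and chromosome 11 from 86000001 held 10. Median site widths were 497 bp and 475 bp in the windows of 12 sites on chromosomes 11 and 13, between 223 and 255 bp in the other autosomal windows, and 204 and 210 bp in those on X, with no test between windows. Over all dense windows the median width was 221 bp, against 295 bp elsewhere (permutation test, two-sided, adjusted p = 0.0478), and it was 206 bp in those on X and 252 bp in those on autosomes. Median scores of 8.71 and 8.52 did not pass the permutation test (adjusted p = 0.444). After merging of sites within 1 kb, 6 of these windows were still past the limit. Random placement kept the 11 sites of Y between positions 346254 and 1793525. The highest window over all placements held 11 sites, as many as Y has in all. How far Y set the limit of 9, and so the count of 8 windows, was not tested.

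**Figure D4:**
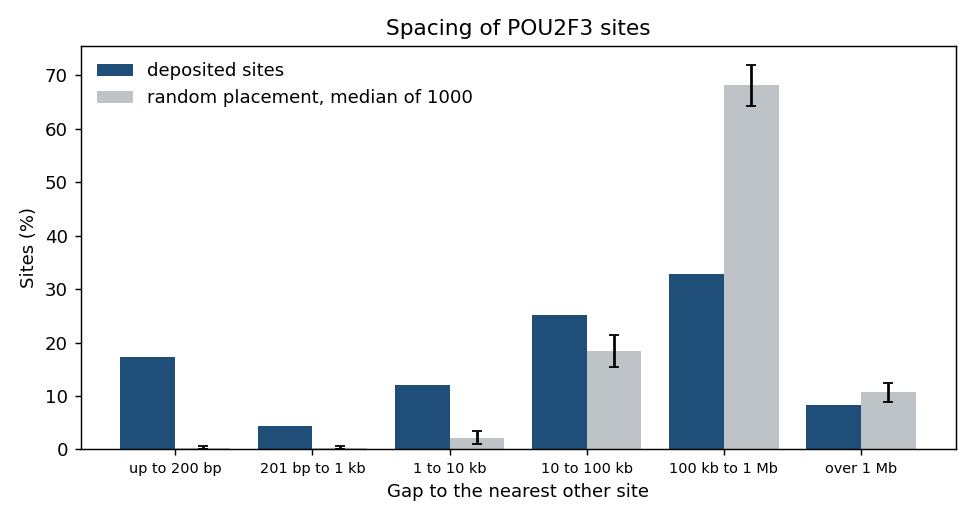
Share of sites in percent by gap to the nearest other site, for the authors' sites (dark bars) and for random placement within chromosomes (grey bars, median of 1000 placements with their full range). Gaps of up to 200 bp hold 17.4% of the sites against a random median of 0.21%.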

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

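Of 125 alternative values of 27 results, 92 stayed on the same side of the threshold or close to the main value, 22 kept their direction but lost the call, 4 gained one, 6 moved and 1 reversed. The 92 include chromosomes that had no call and stayed without one, even where the ratio crossed 1. With span the ratio on chromosome 3 went from 1.12 to 0.94, and on chromosome 18 from 1.11 to 0.87. The pooled counts therefore do not measure how stable the calls of single chromosomes were. The reversal was on chromosome 12, whose ratio went from 0.91 without a call to 1.29 with protein-coding genes as the baseline (exact binomial test, adjusted p = 0.02), and the cause was not tested. The dense windows, the protein-coding and span baselines, the merging of sites within 1 kb for spacing and windows, and the random shift were chosen after seeing the data. Keeping only sites at or above the median score left 1414 sites with a median width of 478 bp and a median score of 10.03, which follows from how they were chosen, and 3 called chromosomes (5, 7 and X) in place of 11. That setting tests fewer sites. The span baseline called 6 of 20 chromosomes, without Y, and the cause was not tested. Windows of 500 kb gave 16 dense windows in place of 8, and the cause was not tested. The lost calls were all of single chromosomes other than 7 and X. The ratio on X ranged from 0.21 without the dense windows, whose genes stayed in the baseline, to 0.60 with protein-coding genes as the baseline. On chromosome 7 it ranged from 0.49 with protein-coding genes to 0.79 with span. On Y it went from 0.50 to 0.28 after merging within 10 kb, which left 5 sites, and to 0.33 with protein-coding genes. The call on Y was lost among the better-scoring sites, at 0.36, and without the dense windows, at 0.52. The share of sites with a neighbour stayed above random placement at 1 kb (21.7%) and at 100 kb (58.8%). Among the better-scoring sites it fell from 33.7% to 18.7%, against a random median of 1.27%. No paired analysis was possible because the files give a single list with no values per sample, and for that reason no replicate could be left out. Another 13 settings laid down before the data were examined, all on genes, motifs or a score column beyond the single one, were not run. The unknown depth and calling threshold limit what the number of sites can say: regions without a listed site are not shown to lack POU2F3.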

Other observations

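All tests of explanations below were chosen after the patterns were seen, and the results of the tests on X were also seen before those tests were written down.

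The 11 sites on Y all lay between positions 346254 and 1793525, at the start of the chromosome in mm9, with widths of 61 to 260 bp and scores of 6.12 to 11.2. The 5 mitochondrial sites had scores of 2.24 to 4.64, with a median of 3.30, against a median of 8.53 for the 2823 nuclear sites (exact Mann-Whitney test, two-sided, adjusted p = 3.54e-13). Of the 5, 4 scored below the lowest nuclear site, at 4.41. The median width of the 5 was 466 bp, against 290 bp for nuclear sites. The highest-scoring mitochondrial site scored above 5 nuclear sites. Whether the mitochondrial sites reflect binding of POU2F3 or background was not tested.

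With all its sites, X carried 0.51 of the autosomal number of sites per annotated gene (exact 95% interval 0.40 to 0.65). The low count on X had itself been measured against its share of genes. This ratio therefore restates it and is not a separate test of gene number as a cause. It shows only that the count was low for the number of annotated genes. Autosomes also departed from their gene share, with ratios from 0.54 on chromosome 7 to 1.36 on chromosome 13. The presence of a single X in male mice stays open. With all X sites the rate per Mb was 0.42 of the autosomal one (0.33 to 0.53), an interval that includes the ratio of copies, 0.5, but without the dense windows it was 0.17 (0.11 to 0.24). Both intervals take sites as independent, although 46 of the 75 X sites lay in the dense stretch. They are too narrow where sites cluster and cannot decide whether the rate differs from 0.5. How far 1 copy could lower the count of called sites depends on the calling threshold and the control, which are not known here. Whether the dense stretch on X is duplicated sequence was not tested, and no biological explanation of it was tested.

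One technical candidate was tested for the close spacing of sites. If bound stretches had merely been reported in pieces, merging sites within 1 kb would bring the spacing to the random range, but 15.6% of merged sites kept a neighbour within 10 kb against at most 3.67% in random placements. Splitting across gaps of up to 1 kb is thus argued against as the whole cause of the excess over random placement. It may account for a part of the pattern, as 615 of the 954 sites with a neighbour had it within 1 kb. The random shift that keeps the regional density was not run on merged sites. How much of their 15.6% goes with regional density was therefore not tested. Uneven mappability of the genome was not tested, and the design has no group that would test a biological explanation.

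The 4 sites with scores above 20 differ in width. The site on chromosome 14 is the widest of the list, at 3373 bp, whereas the other 3, on chromosomes 6 and 8, are 223 to 268 bp wide, below the median width of 291 bp. No explanation of their scores was tested.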
